A study of Mus musculus with 4 samples. Its data were reported in "A YAP/TAZ-TEAD signalling module links endothelial nutrient acquisition to angiogenic growth" (2022).

How the data were processed

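RNA-seq libraries were made from endothelial cells (ECs) of the retinas of C57BL/6J mouse pups at postnatal day 6 (P6), an age at which the retinal vessels are still spreading. Per the labels, pairs of retinas were digested with collagenase and viable CD31+/CD45− cells were collected by flow sorting, where CD31 (encoded by Pecam1) marks ECs and CD45 (encoded by Ptprc) marks leukocytes. The labels name stranded poly(A) libraries read from a single end. Their text on RNA isolation names human umbilical vein ECs, so it may not have been written for these samples. The 4 libraries form 1 group, numbered 1 to 4 as in the labels, with no treated, mutant or other tissue library, so the comparisons are between genes and between gene lists measured in the same libraries. The labels do not say whether the libraries came from separate animals or litters, although the study calls them independent samples. The p-values therefore measure the spread between these 4 samples, part of which may be technical.

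The values deposited by the authors are treated as a score with no fixed range: read counts per Ensembl gene that were normalised between libraries and rounded to whole numbers. The method of normalisation, the aligner, the mouse genome build, the gene annotation and any removal of duplicate reads are not given for these samples in the sources used here, apart from FastQC as the quality control tool in the submitters' processing notes. The study's RNA-seq method is written for human ECs and names STAR with a human genome. The design fixed beforehand allowed for counts or normalised values, and the branch for normalised values was used, so that no count model was fitted. The gene coordinates in the table matched GRCm38: of 26789 gene identifiers found in GENCODE release M21, 26564 (99.2%) had equal positions. The totals were 14844071, 15003925, 15017432 and 14877152 in libraries 1 to 4. Every whole number from 1 to 20 occurred in each library, so whole reads could not be recovered, the number of reads behind a value is unknown, and no counting interval is given. Some low values were nevertheless over-represented: 560 rows stood at 9 in library 1, against 308 at 8 and 212 at 10, and 728, 751 and 741 rows stood at 6 in libraries 2, 3 and 4. A value near 10 may therefore rest on 1 or a few reads, and detection as used here is only a threshold on the value. Across genes with a mean of at least 10, library 4 stood apart: the Pearson correlation of log2 values ran from 0.970 to 0.974 between pairs of libraries 1 to 3 and from 0.960 to 0.965 between library 4 and the others, with median absolute log2 differences of 0.13 to 0.14 and 0.18 to 0.20.

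The table held 26834 gene rows. For 11 symbols on more than 1 row the row with the highest mean was kept, leaving 26822 genes, of which 15012 had a mean of at least 10 and are called detected. No mitochondrial gene was among the rows used. Values were compared on the log2(value + 1) scale, which understates differences for genes near 0. Means are given ± SD over n = 4 libraries. Pairs of genes, or pairs of list medians, were compared by an exact two-sided permutation test of the difference in means, 4 values against 4, with Benjamini-Hochberg adjustment within each family and a threshold of 0.05. There are 70 splits, so 0.0286 is the smallest p that this test can give. Any 2 genes whose values do not overlap reach it, whether they are related or not. The number of reads from a gene grows with its length. Values were therefore also divided by exonic length, the union of exons of GENCODE M21 basic transcripts, which was known for 99.8% of genes. The union can exceed the length of the transcripts present in these cells. Orders that turn after this division rest on that choice of length, which the p-values do not test. Normalised counts of different genes are set side by side below on the scale as deposited, and for the tested pairs, the cell type lists and the named carriers the value per exonic base is given where it changes an order or moves a fold by over 1.5 times. Other orders, such as that of the highest members of a list, hold only on the scale as deposited.

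Solute carrier genes were all symbols starting with Slc and a digit or with Slco, and the level of 8 carriers that the study names as examples of a longer set was set against 10000 random lists of 8 detected solute carrier genes drawn with a fixed seed. Variation between libraries was the SD of log2 values against a lowess trend on the mean (fraction 0.2, 3 robust iterations), where a gene counted as varying beyond the trend at a robust z above 3. That z was set after the table had been opened. The calls were tested on simulated data with the trend SD of the real genes. With no gene changed, 6 of 15605 genes passed. Of 200 genes raised in 1 library, 70.0% passed at 2-fold, 90.0% at 4-fold and 100.0% at 8-fold. The simulated noise had exactly the trend SD, without the scatter of real genes around the trend. These shares may therefore overstate what passes in the real data, where Otx2 (2014 in library 4 against 806 to 954) did not pass. In 1000 simulated comparisons with no difference, the permutation test passed the threshold in 2.60%.

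Apart from that z, the comparisons, 33 gene lists, rule for named genes and 46 alternatives were fixed before the data were examined, and the tests of technical explanations and 4 alternatives were added afterwards. The text names the genes of the tested pairs and of the YAP/TAZ, TEAD and named carrier lists, the 15 solute carrier genes with the highest mean, the 3 members with the highest mean of each other list, the 10 genes with the largest SD of log2 values among those varying beyond the trend with a mean of at least 50, and the 10 genes with the highest mean. List members with a mean under 10 may be named as low. Some genes that this rule takes are not reported here. Pecam1, Ccn1, Ccn2, Gapdh, Kdm5d, Vgll4 and the genes varying beyond the trend that rank below the first 10 were named outside this rule, after their values were seen. When the lists were fixed, values of Yap1, Wwtr1 and the Tead genes in these samples had been seen in the study's supplements. The alternatives were leaving out each library, scaling each library to 1 total, division by exonic length, a pseudocount of 0.5, a sign-flip test within libraries, the linear scale, and other thresholds and list summaries. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.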

Results

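Transcripts of ECs sorted from P6 mouse retinas were measured by RNA-seq in 4 libraries of 1 group. Values are normalised read counts per gene, given as mean ± SD (n = 4 libraries). The library totals lay between 14844071 and 15017432, and 20126 to 20889 genes per library had a value above 0. The 10 highest genes together held between 0.795% and 0.827% of a library's total. These genes were Fn1 (fibronectin), Lrp8, Flna, Col4a1, Sptbn1, Col4a2, Qk, Myh10, Lamc1 and Kdr, from 14798 ± 109 for Fn1 to 10933 ± 135 for Kdr. Col4a1, Col4a2 and Lamc1 encode chains of basement membrane collagen IV and laminin. The exons of each of these 10 genes spanned at least 4718 bases, whereas Gapdh, a short and usually abundant glycolytic transcript, stood at 708 ± 47.5.

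The first question was whether the sorted cells carried EC transcripts and whether transcripts of other retinal cell types came with them. The endothelial list lay far above the lists of other cell types in each library, although single genes overlapped. All 22 genes of the endothelial identity list were detected, 21 of them with a mean of at least 1000, led by Kdr, which encodes the VEGF receptor VEGFR2, at 10933 ± 135, Vwf at 10644 ± 688 and the transcription factor Ets1 at 9508 ± 101. Pecam1, the sort marker, stood at 6042 ± 80.1, and Ptprc, which encodes the excluded CD45, at 11, 1, 1 and 0 in the 4 libraries. The microglia and leukocyte list was low throughout, and its highest member, Cd68, had a mean of 24.2 ± 15.2.

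The endothelial identity list, with a median log2 value of 12.46 ± 0.03, lay above all 13 lists of other cell types, each in 4 of 4 libraries (exact two-sided permutation test on list medians, adjusted p = 0.0286 for each, the smallest p possible). This test does not use the pairing of values within libraries, and the exact sign-flip test that does cannot give a p under 0.125 with 4 libraries, so that no comparison in this text passes it. On this scale the nearest lists were those of photoreceptors, with a log2 median of 8.63 ± 0.45, and of retinal progenitors and Müller glia, with 8.48 ± 0.57. Such medians compare different genes and do not measure the share of RNA from each cell type. Photoreceptor genes were detected in 11 of 11 cases, among them Sag (arrestin) at 1224 ± 456, Nr2e3 at 1176 ± 626 and Pde6b at 957 ± 647. Of the progenitor and Müller glia list, Glul (glutamine synthetase) stood at 1862 ± 82.6 and Apoe at 1716 ± 35.2. Both varied little between libraries, whereas the log2 median of their list had an SD of 0.57, so they did not follow the list. Pericytes and smooth muscle cells had a log2 median of 6.39 ± 0.85, with Rgs5 at 1126 ± 649, Pdgfrb at 330 ± 257 and Abcc9 at 237 ± 159. The medians were 6.02 ± 0.15 for lymphatic endothelium, 5.76 ± 0.68 for bipolar cells, 5.49 ± 1.36 for erythroid cells, 5.35 ± 0.86 for astrocytes, 5.05 ± 0.39 for retinal ganglion cells and 4.45 ± 1.37 for fibroblasts. They were 3.29 ± 0.49 for platelets, 2.82 ± 0.97 for amacrine and horizontal cells, 2.54 ± 1.58 for microglia and leukocytes and 2.29 ± 1.88 for pigment epithelium and lens.

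The endothelial list stayed above all 13 in each alternative run, but the distances changed. Divided by exonic length, progenitors and Müller glia became the nearest list, with a log2 difference of 3.24 (3.97 without this division) against 3.85 for photoreceptors. The difference fell from 6.97 to 4.92 for erythroid cells, from 9.17 to 7.75 for platelets, from 10.17 to 9.01 for pigment epithelium and lens, from 6.43 to 5.66 for lymphatic endothelium, from 7.41 to 6.70 for ganglion cells and from 9.91 to 9.29 for microglia and leukocytes. With only list members that had a mean of at least 1, it was 5.66 for platelets, 5.99 for ganglion cells, 6.38 for astrocytes (from 7.10) and 8.88 for amacrine and horizontal cells (from 9.63). With the mean of log2 levels in place of the median it was 5.10 for lymphatic endothelium and 9.52 for pigment epithelium and lens, and on the linear scale 7.59 for platelets. It was 9.40 for pigment epithelium and lens without library 1, 6.37 for erythroid cells without library 2 and 9.24 for microglia and leukocytes without library 4.

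Single members of those lists reached higher levels. Rbpms of the ganglion cell list stood at 3456 ± 130 and Flt4 (VEGFR3) of the lymphatic list at 6209 ± 416, while the lymphatic regulator Prox1 stood at 310 ± 154 and Pdpn at 64.2 ± 6.95. Otx2 of the bipolar list had a mean of 1179 ± 561, and Pdgfra, a gene of both the astrocyte and the fibroblast list, 465 ± 297. In library 4 all 11 photoreceptor genes, 8 of 12 progenitor and Müller glia genes and 8 of 10 pericyte genes had their highest value, and 15 of the 22 endothelial identity genes had their lowest.

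**Figure D1:**
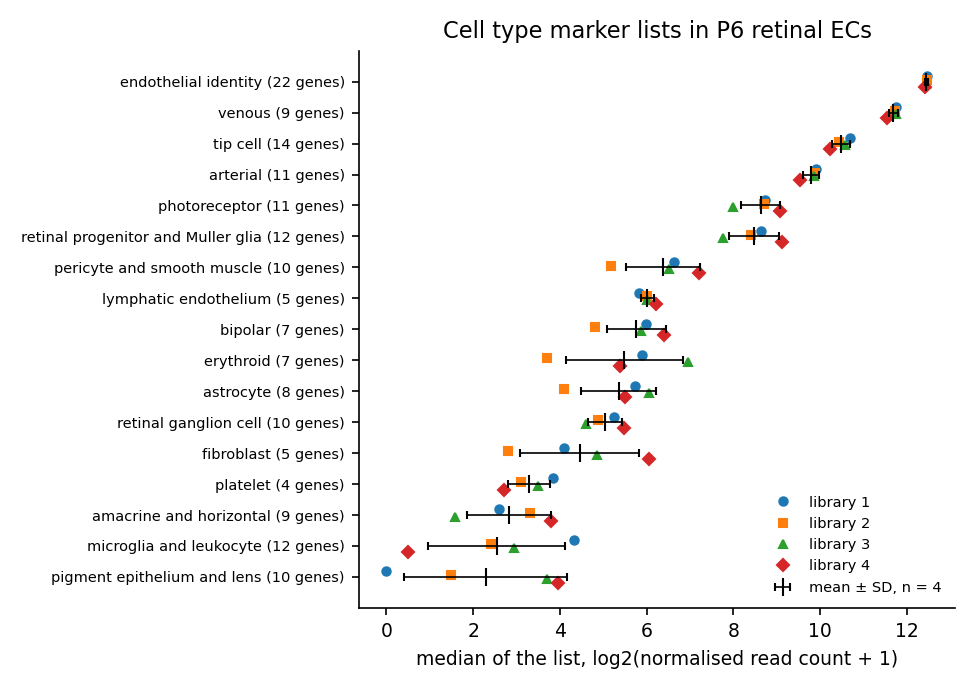
Median log2(normalised read count + 1) of each cell type marker list in each library, with the mean and SD of the 4 libraries as a bar and the number of genes found per list in brackets. The endothelial identity list lies at 12.46 and the photoreceptor list, the highest of the 13 lists of other cell types without division by exonic length, at 8.63.

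The second question was how the related cofactors YAP (Yap1) and TAZ (Wwtr1) compare in these cells, since both relay Hippo signalling through TEAD proteins. Wwtr1 was the more abundant transcript in 4 of 4 libraries. Its level was 7492 ± 124 against 1236 ± 101 for Yap1, a 6.06-fold difference and a log2 difference of 2.60 ± 0.10 (exact two-sided permutation test, p = 0.0286, the smallest p possible; p = 0.125 by the sign-flip test within libraries). The spread between libraries was small beside this difference: Wwtr1 ran from 7320 to 7611 and Yap1 from 1111 to 1322. Wwtr1 ranked 53rd and Yap1 4383rd among all genes by mean. Wwtr1 (ENSMUSG00000027803) lies on chromosome 3, minus strand, from 57455649 to 57575910, and Yap1 (ENSMUSG00000053110) on chromosome 9, minus strand, from 7931999 to 8004596 (GRCm38). Per exonic base the values were 1.57 and 0.296, and the log2 difference was 2.41, with Wwtr1 at the 99.1th percentile of detected genes and Yap1 at the 63.4th.

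The TEAD factors, the DNA-binding partners of YAP and TAZ, were unequally expressed. Tead2 led with 2029 ± 42.8, followed by Tead1 with 600 ± 79.4 and Tead4 with 434 ± 24.4, while Tead3 stood at 21.5 ± 11.8. All 6 pairs differed in 1 direction in 4 of 4 libraries (exact two-sided permutation test, adjusted p = 0.0286 for each, the smallest p possible). Tead2 exceeded Tead1 by 3.38-fold (9.70-fold per exonic base) and Tead4 by 4.67-fold. Tead1 exceeded Tead4 by 1.38-fold, but this order turned after division by exonic length (log2 difference -1.02, adjusted p = 0.0286, exact permutation test), since the exons of Tead1 span 10051 bases and those of Tead4 3588. Tead2 remained the highest and Tead3 the lowest per base, at 0.579 and 0.00698. The genes lie at chromosome 7, 112679318 to 112906807 (Tead1) and 45215753 to 45233644 (Tead2), both on the plus strand, at chromosome 17, 28331671 to 28350817 (Tead3) and at chromosome 6, 128224288 to 128300823 (Tead4), both on the minus strand.

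**Figure D2:**
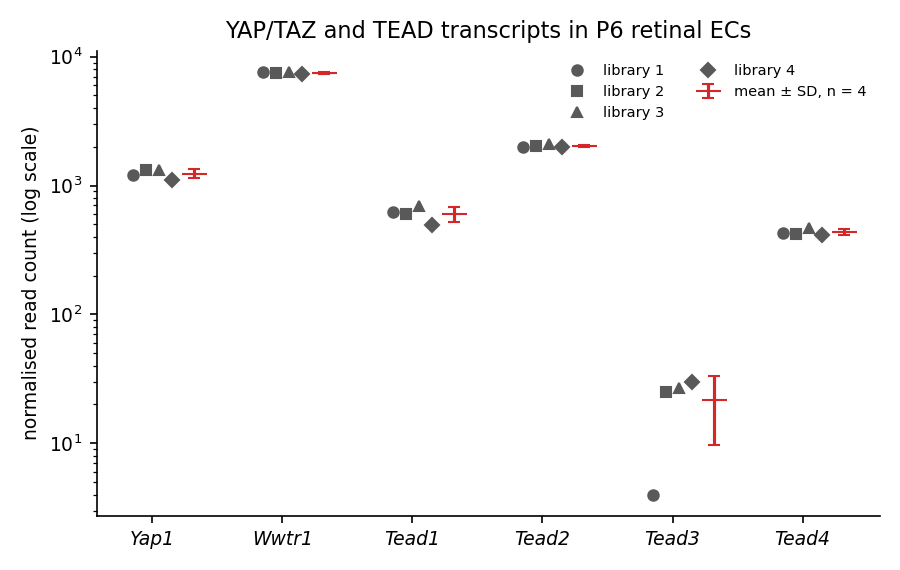
Normalised read counts of Yap1, Wwtr1 and the 4 Tead genes in each library (grey symbols, log axis) with the mean and SD of the 4 libraries in red. Wwtr1 lies between 7320 and 7611 and Yap1 between 1111 and 1322, and Tead3 does not exceed 30 in any library.

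Genes upstream of YAP and TAZ were broadly expressed. Of 23 Hippo kinases and regulators found in the table, 21 were detected and 14 had a mean of at least 1000, the highest being Taok2 (4707 ± 287), Wwc2 (4344 ± 179) and Map4k4 (4107 ± 184). Vgll1 and Vgll3, which encode alternative TEAD cofactors, were listed at a mean under 10, whereas Vgll4 of the same family stood at 1388 ± 17.1. The kinase Lats2 was 2.07-fold higher than Lats1 (1482 ± 111 against 714 ± 70.9), its activator Mob1a 3.96-fold higher than Mob1b (8.05-fold per exonic base), and the upstream kinase Stk3 1.21-fold higher than Stk4 (2.13-fold per exonic base). Amotl2, a scaffold that binds YAP and TAZ, was 1.41-fold higher than Amotl1 (2.90-fold per exonic base). Each of these 4 pairs kept its order in 4 of 4 libraries (exact two-sided permutation test over a family of 15 pairs, adjusted p = 0.0306).

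Canonical YAP/TAZ target genes covered a wide range. Of 22 found, 21 were detected, and 10 had a mean of at least 1000. The highest were the transcription factor Foxf2 (3491 ± 15.1), Asap1 (3207 ± 270) and Amotl2 (3174 ± 193), which is also a Hippo regulator. Ccn1 and Ccn2, widely used readouts of YAP/TAZ activity, stood at 2866 ± 323 and 1779 ± 93.7, whereas Ankrd1, another canonical target, was listed at 0, 0, 0 and 2.

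The third question concerned carriers that bring nutrients into ECs, in particular Slc7a5, which forms the amino acid carrier LAT1 with the chain encoded by Slc3a2. Carriers of amino acids were among the most abundant of the 366 solute carrier genes, of which 243 were detected. Slc7a1, a carrier of cationic amino acids, was the highest as deposited at 9990 ± 470 (9th per exonic base), followed by Slc38a2 (8961 ± 211), the zinc carrier Slc39a10 (7545 ± 240), the iron exporter Slc40a1 (6710 ± 125) and Slc7a5 (6554 ± 87.9). Ranks 6 to 15 were taken by Slc39a8, Slc6a6, Slc1a4, Slc44a1, Slc31a1, Slco2b1, Slc16a1, Slc38a10, Slc12a7 and Slc43a2, with means from 6176 ± 109 down to 4524 ± 317. In all, 7 of these 15 genes belong to the amino acid carrier lists.

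Slc7a5 (ENSMUSG00000040010), on chromosome 8, minus strand, from 121881150 to 121907694, ranked 5th in each of the 4 libraries. Division by exonic length put it 3rd, behind Slc40a1 and Slc38a2, while Slc38a5 moved from rank 23 to 4 and Slc39a10 from 3 to 11. The study names 8 carriers in its text as examples of those raised by YAP/TAZ in human ECs, and 7 of these had a mean of at least 1000 here. Their median log2 value of 11.97 compared with 9.45 for the median of random lists of 8 detected solute carriers and lay at the 99.97th percentile of 10000 such lists, which describes these examples and not the longer set. The exception was Slc7a11, the cystine carrier, at 58.8 ± 18.5.

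Slc7a5 exceeded 6 of the other 7 named carriers in 4 of 4 libraries (exact two-sided permutation test, adjusted p = 0.0286 for each, the smallest p possible). It was 1.10-fold above Slc1a4 (5935 ± 189), 1.47-fold above the glucose carrier Slc2a1 (4466 ± 58.3), 1.81-fold above its partner Slc3a2 (3624 ± 63.4), 1.91-fold above Slc38a5 (3440 ± 50.8; 1.20-fold per exonic base) and 2.79-fold above the glutamine carrier Slc1a5 (2352 ± 268). Slc7a1 was 1.52-fold higher than Slc7a5. Per exonic base the order of that pair turned, with 1.86 for Slc7a5 and 1.39 for Slc7a1 (log2 difference 0.42, adjusted p = 0.0286, exact permutation test), so that Slc7a5 exceeded all 7. Slc7a5 also exceeded Slc7a8, which encodes the related carrier LAT2, by 1.74-fold (adjusted p = 0.0306, exact permutation test over the 15 pairs).

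**Figure D3:**
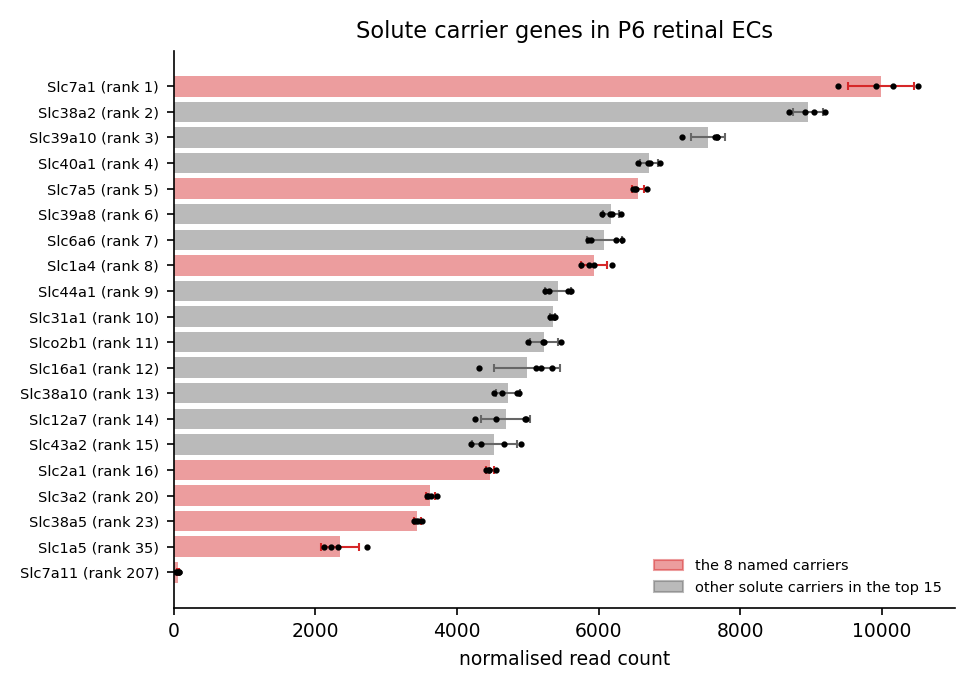
Mean normalised read counts (bars, SD as error bars, n = 4) of the 15 highest solute carrier genes and of the other named carriers, with each library as a dot and the rank among 366 solute carrier genes in brackets. Slc7a5 ranks 5th with 6554, and Slc7a11 stands at 58.8.

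Beyond the named carriers, 21 of 30 other amino acid carriers were detected, with Slc38a2, the taurine carrier Slc6a6 (6079 ± 247) and Slc38a10 (4718 ± 168) highest. Among 19 glucose and monocarboxylate carriers, 13 were detected, led by Slc16a1 (4989 ± 460), Slc2a1 and Slc16a4 (2722 ± 180). Slc2a1 was 74.4-fold higher than Slc2a3, and Slc1a4 was 2.52-fold higher than Slc1a5 (adjusted p = 0.0306 for both, exact permutation test, 4 of 4 libraries).

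The fourth question concerned mTORC1, the kinase complex that senses amino acids and drives growth. All 37 genes of the mTORC1 complex and its regulators were detected, and 14 had a mean of at least 1000, led by Sesn1 (3478 ± 92.5), Tsc2 (2781 ± 220) and Seh1l (2398 ± 113). The Rag GTPases, which bring mTORC1 to the lysosome, were each represented mainly by 1 paralogue. Rraga (1374 ± 175) was 27.5-fold above Rragb (50 ± 23.6), and Rragc (2265 ± 112) was 108-fold above Rragd (21 ± 14.8, listed at 0 in library 1), or 215-fold per exonic base. Of 11 effectors, 10 were detected, and Ulk1 (2492 ± 313), Rps6kb1 (2164 ± 75.3) and Atf4 (1666 ± 76.5) were highest. The S6 kinase gene Rps6kb1 was 1.84-fold above Rps6kb2 (adjusted p = 0.0306, exact permutation test), but per exonic base they were not told apart (log2 difference 0.07, adjusted p = 0.314). Eif4ebp2 and Eif4ebp1, which encode repressors of translation, stood at 881 ± 67.0 and 850 ± 33.4, with 2 libraries each way (exact permutation test, adjusted p = 0.429). Per exonic base Eif4ebp1 was the higher (log2 difference of Eif4ebp2 over Eif4ebp1 -1.48, adjusted p = 0.0306, exact permutation test).

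Enzymes that use the imported nutrients were weighed last. All 17 genes of the serine, one-carbon and anabolic list were detected, with Hk1 (4487 ± 106) and Odc1 (2330 ± 70.8) among the highest. All 17 glycolytic genes were detected, and after Hk1 the phosphofructokinase genes Pfkp (4280 ± 87.8) and Pfkl (4012 ± 85.5) were highest. Hk2, a member of both lists, passed the detection minimum only narrowly, with 11, 3, 25 and 4 in the 4 libraries. Hk1 exceeded Hk2 (10.8 ± 10.1) by 417-fold in 4 of 4 libraries (adjusted p = 0.0306, exact permutation test), and by 757-fold without library 3. Of the family of 15 pairs, 14 passed the test, including Kdr over Flt1 (1.21-fold, or 2.24-fold per exonic base) and Notch4 over Notch1 (1.63-fold). The pair that did not pass was Eif4ebp2 and Eif4ebp1. Passing says only that the levels of a pair did not overlap between libraries. The share of random pairs of genes that would pass was not computed, so the count of 14 is not a trait of these pairs. All values rest on 4 libraries whose read numbers per gene are unknown, and a higher normalised count of 1 gene over another does not account for exonic length unless stated.

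**Figure D4:**
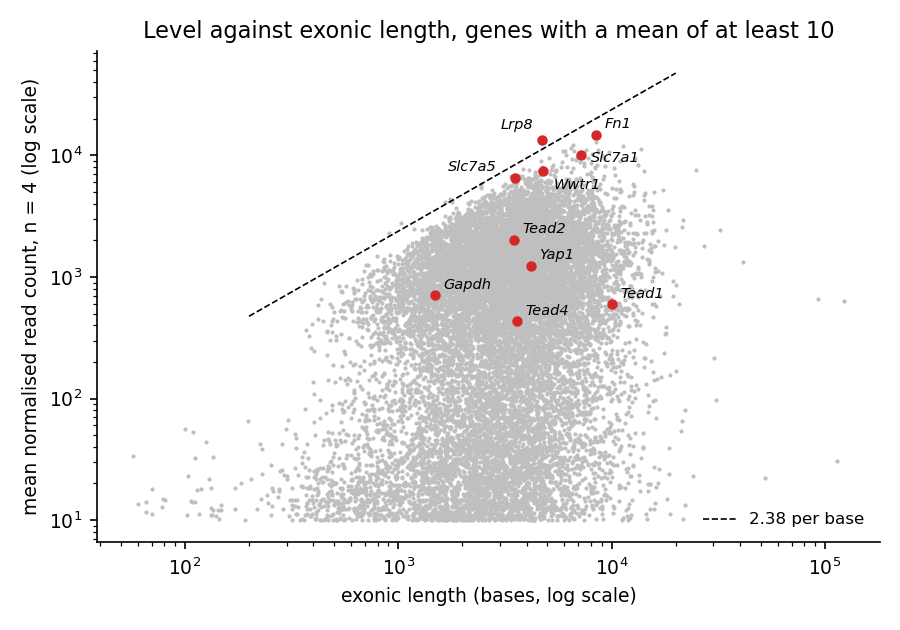
Mean normalised read count (n = 4, log axis) against exonic length (bases, log axis) for genes with a mean of at least 10, with genes named in the text in red. The dashed line marks 2.38 per base, which is exceeded by 0.1% of genes with a mean of at least 1000, Lrp8 among them.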

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

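The test of neural RNA was written before its result was seen, and its use against a general rise of low genes was chosen afterwards. Of 178 values per library tested, 19 had 1 library far from the others, but 7 of these were of genes chosen for their variation, which says nothing about chance. Of the 163 values of lists and of detected genes not chosen in this way, 10 had 1 library far from the others, where chance gives about 1 in 20, or 8.15. Library 4 was the one that stood apart in 7 of these 10.

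Photoreceptor genes and other neural genes were highest in library 4, with values against the range of the other libraries of 1653 against 480 to 584 for Crx, 1926 against 581 to 664 for Pde6b, 1907 against 953 to 1036 for Sag, 2014 against 806 to 954 for Otx2, 4395 against 1288 to 1750 for Rbp3, 1905 against 326 to 362 for Rpgrip1, 1339 against 301 to 452 for Samd11, 1715 against 522 to 573 for Pitpnm1 and 2226 against 687 to 822 for Atp1b2. Over the 37 genes pooled from the photoreceptor, ganglion cell, amacrine and horizontal, and bipolar lists, the median log2 ratio of library 4 to the mean of the other libraries was 0.37, above all of 10000 random lists matched on mean value (percentile 100). The photoreceptor list alone had a median ratio of 1.30. The rise was not limited to neural lists, with 1.12 for pericytes and smooth muscle cells, 0.91 for progenitors and Müller glia and 0.77 for pigment epithelium and lens. Of the other pooled lists, ganglion cells had 0.00, bipolar cells 0.09 and amacrine and horizontal cells 0.24. The microglia and leukocyte list had -1.98. In that list 6 of 12 genes had a mean under 10, as had 6 of 10 in the pigment epithelium and lens list. The ratios of these lists therefore rest largely on values near 0. A rise of all low genes alike would move the matched lists as much. The matched lists were drawn gene by gene, however, whereas photoreceptor genes rose together in library 4, so the percentile cannot settle this. Genes with a mean of 10 to 100 outside the lists also had a median ratio of 0.12. That was lower than the pooled lists by 0.25, less than the 0.3 set beforehand, so a general rise was not decided against. The pooled lists also hold genes with a mean under 10. Over the 28 pooled genes with a mean of at least 10 the median ratio was 0.84, and 18 of them were highest in library 4. The prediction was not written for that smaller set. A larger share in library 4 of neural retina RNA, together with RNA of other retinal cell types, stays open as a candidate explanation, although the CD31 gate should remove whole photoreceptors. Beside this source of RNA from other cells and the sex mix of the pups, no biological difference between the samples was examined. The libraries form 1 group, so no contrast between groups was possible.

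Of the immediate early genes, which dissociation can induce, Egr1 was 4516 in library 4 against 2720 to 2918 and Jun 3456 against 2399 to 2578. The median log2 value of the arterial list was lowest in library 4 (9.53 against 9.87 to 9.91), as was that of the venous list (11.54 against 11.74 to 11.75). Slc39a10 was also lowest there, at 7185 against 7645 to 7676. The percentile of the 8 named carriers was 99.98 in library 4 and 99.97 in the others, a difference of 1 random list.

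In library 3, Hk1 was lowest at 4328 against 4531 to 4546, and Sox17 was lowest at 3640 against 3917 to 3960. The median log2 value of the VEGF and Notch receptor list was highest in library 2, at 11.58 against 11.50 to 11.51. Ppbp, a platelet gene, was 3 in library 1 and 0 in the others.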

How the results depend on the processing

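The addition of a robust z of 2 or 4, of a carrier set without the organelle families Slc25 and Slc35, and of lists without Rbpms and Flt4 was chosen after seeing the data. Scaling each library to 1 total, a pseudocount of 0.5 and the linear scale kept the direction and call of Wwtr1 over Yap1. They also kept those of all other comparisons between genes or lists, and the counts that passed. A passing pair of genes has values that do not overlap, so a pseudocount or the linear scale could not change its call. The library totals were nearly equal, so scaling could move little. These alternatives therefore say little about stability. Division by exonic length moved the rank of Slc7a5 from 5 to 3, turned Tead1 over Tead4 to -1.02, Slc7a5 over Slc7a1 to 0.42 and Eif4ebp2 over Eif4ebp1 to -1.48 (log2), and ended the call of Rps6kb1 over Rps6kb2, by its own construction. The percentile of the 8 carriers was 100 with that division, 99.99 with detection at a mean of 1 or of 50 and with mean log2 levels, 99.96 without organelle carriers, and between 99.97 and 100 without 1 library. With 1 library left out, 3 values against 3 cannot give a p under 0.1, so no comparison could pass: the counts were 0 of 6 Tead pairs, 0 of 7 carriers, 0 of 15 pairs and 0 of 13 lists, and the log2 difference of Wwtr1 over Yap1 ran from 2.56 to 2.63. That log2 difference was free to move, so no single library drove it. The counts of 0 say nothing about stability. The same holds for the sign-flip test within libraries, the replicate block, whose smallest p is 0.125: it gave 0 passing comparisons in each family, and 2.60 for Wwtr1 over Yap1. No paired analysis of groups was possible because there is 1 group. Of the 42 comparisons, 1 pair, Slc7a5 and Slc3a2, stands in 2 families, and in 40 of the 41 distinct ones the order was the same in all 4 libraries. Genes varying beyond the trend numbered 17, and 21 with each library scaled to 1 total. These genes numbered 15 with a mean of at least 50, 86 with no filter on low values, 259 at a robust z of 2 and 1 at 4. They numbered from 4 to 15 without 1 library: 6 without library 1, 11 without library 2 and 4 without library 4, all among the 17. The cause was not tested. Alternatives that need counts (other size factors and a dispersion model) were not run. Depth per gene is unknown, so levels near 0, such as those of Tead3, Rragd and Hk2, carry an unknown counting error.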

Other observations

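The test of depth in library 3 and the range of low means in the test of a cap were chosen only after their results had been seen, and the upper edge of levels by length had been noticed before its tests were written. The lists of vessel types and growth states were expressed side by side in these sprouting retinal vessels. All 14 tip cell genes were detected, led by Nid2 (7618 ± 24.8), Apln (5104 ± 149) and Cd34 (4747 ± 162), with a median log2 value of 10.49 ± 0.20 for the list. The venous list had a log2 median of 11.69 ± 0.10, with Vwf, Aplnr (6481 ± 84.8) and Ephb4 (5950 ± 117) highest, and the arterial list 9.80 ± 0.18, with Sox17 (3861 ± 148), Efnb2 (2891 ± 87.9) and Gja4 (2275 ± 128) highest. The blood-retina barrier and Norrin list, which holds the Norrin receptor gene Fzd4 (5274 ± 299), the tight junction gene Tjp1 (8782 ± 620) and the Wnt target Apcdd1 (6145 ± 220), had all 18 genes detected and a log2 median of 11.88 ± 0.05. Of the VEGF and Notch receptor list, all 18 genes were detected, with Kdr, Flt1 (9023 ± 256) and Notch4 (7820 ± 315) highest. All 24 cell cycle genes were detected, 21 of them with a mean of at least 1000, among them Top2a (4371 ± 700), Mcm6 (4320 ± 167) and Mcm3 (3910 ± 154).

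Between libraries, 17 of 15012 detected genes varied beyond the trend, where simulated data with no change gave 6. The simulated noise lacked the scatter of real genes around the trend, so that 6 need not hold for the real data. In 13 of the 17 library 4 lay farthest from the median, above it in 10. They included Rpgrip1, Samd11, Crx, Pitpnm1, Rbp3, Pde6b, Atp1b2, Neurod4 and Neurod1, from 5.59-fold for Rpgrip1 to 2.44-fold for Neurod1 against the mean of the other libraries. The photoreceptor list held 2 of the 17 (Fisher's exact test, one-sided, adjusted p = 0.00218 over 33 lists). This test takes genes as independent, whereas photoreceptor genes rose together in library 4, so that p rests on the shift of 1 library. The astrocyte, fibroblast and sex-linked lists passed with only 1 gene each (Fisher's exact test, adjusted p = 0.0466). That gene was Pdgfra for both of the first 2 and Xist for the third. The number of varying genes was 6, 11, 15 and 4 without libraries 1, 2, 3 and 4. Below the others in library 4 were Hspg2, which encodes the basement membrane proteoglycan perlecan (4183 against 7435, 9184 and 8783), Adgra2, a receptor for Wnt7 signals in brain vessels (923 against 1996, 2394 and 2807), and Ipo7 (684 against 1472, 1663 and 1893). Rgs5, a pericyte gene, was 298 in library 2 against 1222, 1103 and 1879, and Pdgfra 56 against 763, 487 and 553. Fmnl3 was 3419 in library 1 against 6355, 5977 and 6185. All 14 immediate early and stress genes, Egr1 (3239 ± 855), Jun (2736 ± 485) and Dusp1 (2574 ± 331) foremost, were highest in library 4.

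Xist, the X-linked RNA expressed from the inactive X chromosome of females, was 16 in library 3 and 526, 374 and 477 in libraries 1, 2 and 4. Y-linked transcripts were present in all 4 libraries, with Ddx3y at 2177 ± 457 and Eif2s3y at 1345 ± 230. Lower depth of library 3 would scatter other genes of that level as widely, yet of the genes with a mean of 300 to 1000 only 1 in 40 had a log2 ratio of library 3 to the mean of the others below -0.52, against -4.76 for Xist. Over the Y-linked genes Eif2s3y, Kdm5d and Uty the median ratio was 0.74, so pools of pups of both sexes with few or no females in library 3 may account for the pattern. The sex of the pups is not in the labels, and this reading was not tested against any record of it.

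The levels met an upper edge that rose with exonic length up to 10000 bases. The 99th percentile of detected genes was 10001 at 7943 to 10000 bases, but 7123 at 10000 to 12589 and 9275 at 12589 to 15849. Per base it fell from 1.71 at 1585 to 1995 bases to 0.690 at 10000 to 12589, so 1 fixed edge per base does not describe the longest genes. Among 5279 genes with a mean of at least 1000, the value per exonic base exceeded by 0.1% of genes was 2.38 and the median 0.560, a ratio of 4.24, and the highest, Lrp8, stood at 2.85. The 81 ribosomal protein genes, usually among the most abundant transcripts, had a median of 0.580 per base, only 1.92 times that of genes with a mean of at least 100. A low ratio was predicted to speak against reads counted in proportion to length with no ceiling. How reads that match several genes were counted is unknown, however, so the test cannot decide this. A cap such as 1 read kept per start position may produce such an edge, yet the ribosomal protein median lay 4.10 times below that upper value, and the negative relation across genes between value per base and variation between libraries (Spearman rho -0.53 at means of 1000 to 4000) was also seen at means of 10 to 50 (rho -0.47), where no cap would act, so these tests leave it open. If such a cap holds, differences between genes near the edge would be compressed, among them Wwtr1 at 1.57 and Slc7a5 at 1.86 per base, and the excess of Wwtr1 over Yap1, at 0.296 per base, would be understated.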
